# Endocardium differentiation through *Sox17* expression in endocardium precursor cells regulates heart development in mice

**DOI:** 10.1038/s41598-019-48321-y

**Published:** 2019-08-16

**Authors:** Rie Saba, Keiko Kitajima, Lucille Rainbow, Silvia Engert, Mami Uemura, Hidekazu Ishida, Ioannis Kokkinopoulos, Yasunori Shintani, Shigeru Miyagawa, Yoshiakira Kanai, Masami Kanai-Azuma, Peter Koopman, Chikara Meno, John Kenny, Heiko Lickert, Yumiko Saga, Ken Suzuki, Yoshiki Sawa, Kenta Yashiro

**Keywords:** Development, Differentiation

## Abstract

The endocardium is the endothelial component of the vertebrate heart and plays a key role in heart development. Where, when, and how the endocardium segregates during embryogenesis have remained largely unknown, however. We now show that *Nkx2-5*^+^ cardiac progenitor cells (CPCs) that express the Sry-type HMG box gene *Sox17* from embryonic day (E) 7.5 to E8.5 specifically differentiate into the endocardium in mouse embryos. Although *Sox17* is not essential or sufficient for endocardium fate, it can bias the fate of CPCs toward the endocardium. On the other hand, *Sox17* expression in the endocardium is required for heart development. Deletion of *Sox17* specifically in the mesoderm markedly impaired endocardium development with regard to cell proliferation and behavior. The proliferation of cardiomyocytes, ventricular trabeculation, and myocardium thickening were also impaired in a non-cell-autonomous manner in the *Sox17* mutant, likely as a consequence of down-regulation of NOTCH signaling. An unknown signal, regulated by *Sox17* and required for nurturing of the myocardium, is responsible for the reduction in NOTCH-related genes in the mutant embryos. Our results thus provide insight into differentiation of the endocardium and its role in heart development.

## Introduction

Heart development is one of the earliest events of vertebrate organogenesis. Cardiac progenitor cells (CPCs) give rise to the myocardium, endocardium, epicardium, smooth muscle, fibroblasts, and endothelium of coronary vessels in the mammalian heart. In the mouse embryo, CPCs originate between embryonic day (E) 6.25 and E7.5 from nascent mesoderm cells in the primitive streak that express the basic helix-loop-helix (bHLH) transcription factor gene *Mesp1*. These mesoderm cells are a part of the lateral plate mesoderm (LPM) and populate the heart field as CPCs at the most anterior region of the embryo, and they begin to express CPC markers at the early allantoic bud (EB) stage (E7.5). In addition to well-validated CPC marker genes encoding transcription factors—including *Nkx2-5*, *Isl1*, and *Tbx5*^1–3^—analysis of alternative markers has provided the basis for a model of the cell lineage tree and the mechanics of cardiomyocyte differentiation^4,5^. Among the cell types constituting the heart, the development of endocardial cells has remained largely uncharacterized.

The endocardium is the innermost layer and endothelial component of the heart. During heart development, the endocardium provides a source of cells for the valves, the membranous portion of the ventricular septum, the endothelium of coronary vessels, and cardiac fibroblasts. It plays a key role in ventricular trabeculation, myocardial compaction, as well as valve and coronary vessel formation. In the mouse embryo, endocardial cells are first recognized morphologically as a proendocardium layer between the myocardium and definitive endoderm layers at the one- to two-somite stage, when expression of the transcription factor gene *Nfatc1*, an early and unique marker of the endocardium, is initiated^6–8^.

In mice, *Mesp1*-expressing nascent mesoderm cells in the primitive streak have been shown to include two types of cell that give rise to the endocardium: unipotent endocardium precursors, and bipotent cardiac progenitors that contribute to cardiomyocytes and the endocardium^9^. No molecular marker has been identified to distinguish these two cell types from each other, but both likely become *Nkx2-5*-positive CPCs^1,10^. Downstream of *Mesp1*, the ETS-related transcription factor gene *Etv2* (also known as *Er71* or *Etsrp71*) plays a role in endocardium development at the top of the endothelial genetic cascade^11^. Disruption of *Etv2* was found to result in loss of the endocardium^12,13^, suggesting that the endocardium originates from *Etv2*^+^ mesoderm. It remains unclear, however, whether *Etv2* determines endocardium fate or only confers competence for endocardium differentiation. Downstream of *Etv2*, a network of transcription factors—including ETS, SOX, GATA, and RBPJκ—regulates endocardium differentiation. These factors likely activate expression of *Kdr/Flk1* and *Dll4* in the endocardium^14,15^, with these genes being implicated in vascular endothelial growth factor (VEGF) and NOTCH signaling essential for endocardium development^16,17^. However, the network of transcription factors responsible for the induction of endocardium fate remains largely unidentified.

Among three Sry-type HMG box F (SOXF) transcription factor genes—*Sox7*, *Sox17*, and *Sox18*—expression of *Sox17* was long regarded as specific for the endoderm including the visceral and definitive endoderm^18^. However, *Sox17* was subsequently shown to be essential for vascular development and definitive haematopoiesis^19,20^. Lineage tracing for *Sox17*-expressing cells revealed that they contribute not only to the endoderm but also to the mesoderm that gives rise to the endocardium^21^. Conditional knockout of *Sox17* in the endothelial lineage of mice resulted in the loss of vascular rearrangement in the embryo and yolk sac as well as in that of definitive haematopoiesis^19,20^. With regard to cardiac development, differentiation of mouse embryonic stem cells into cardiomyocytes *in vitro* was suppressed in a non-cell-autonomous manner by *Sox17* ablation, although the identity of *Sox17*-expressing cells that are required for cardiomyogenesis has been unclear^22^.

Here we show that *Sox17* is expressed in a subset of CPCs during the early phase of mouse cardiac development. Single-cell gene expression profiling revealed that ~20% to 30% of *Nkx2-5*^+^ CPCs are positive for *Sox17* expression. SOX17^+^ mesoderm cells were found in the region corresponding to the heart field in E7.5 mouse embryos. This *Sox17* expression is transient, persisting up to E8.5 at the latest. Tracing of *Sox17*^+^ cells showed that the endocardium originates from *Sox17*^+^ mesoderm cells. Gain-of-function and mesoderm-specific loss-of-function analyses for *Sox17* in mouse embryos revealed that *Sox17* is required for heart development, although it is not essential or sufficient for endocardial fate. Single-cell gene expression profiling for the mesoderm-specific *Sox17* mutant showed that disruption of *Sox17* resulted in misregulation of the transcriptome in endocardial and myocardial cells in a cell-autonomous and non-cell-autonomous manner, respectively. Our findings thus provide insight into development of the endocardium and its relation to heart morphogenesis.

## Results

### *Sox17* expression in CPCs

We previously performed single-cell gene expression profiling of mouse embryonic CPCs from the EB to early head fold (EHF) stage^23,24^. We validated cell types based on the expression of marker genes including *Sox2* for the epiblast or neural ectoderm, *Sox17* for the endoderm or arterial endothelial cells^18,25^, *Cryptic* (also known as *Cfc1*) for LPM, and *Nkx2-5* or *Tbx5* for CPCs^1,3^ as described previously^23^. These data revealed that *Sox17* was expressed in 21.9% of CPCs (*Cryptic*^+^, *Nkx2-5*^+^ and/or *Tbx5*^+^) at the EB stage (Fig. 1A). We also confirmed that ~20% to 30% of CPCs continued to express *Sox17* up to the early somite stage (Fig. 1A), suggesting that *Sox17* plays a role in a subset of CPCs.

**Figure 1:**
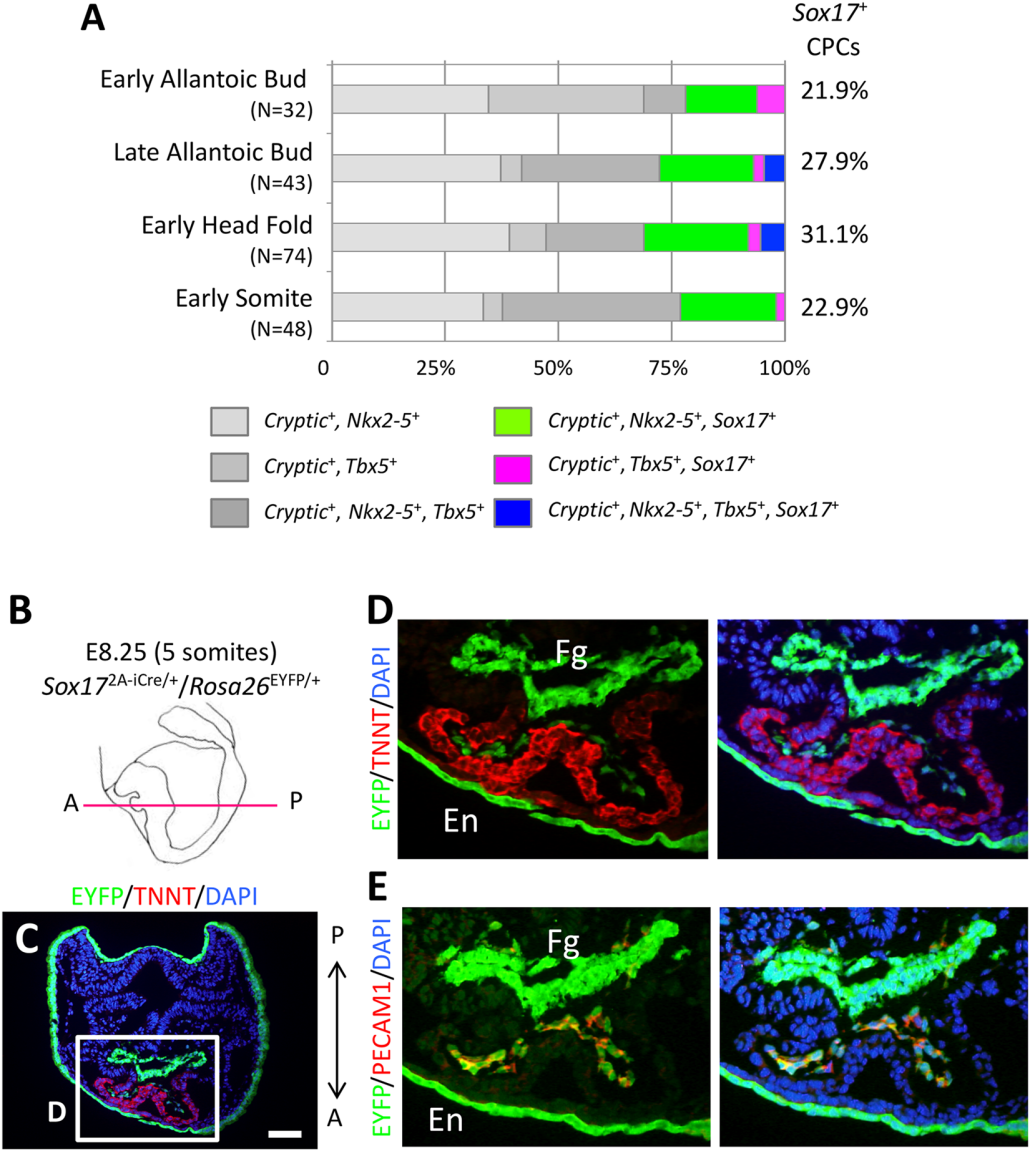
*Sox17*^+^ CPCs specific for the endocardium differentiation. (**A**) Proportion of *Sox17*-expressing CPCs (*Cryptic*^+^, *Nkx2-5*^+^ and/or *Tbx5*^+^ cells) in mouse embryos at E7.5 (early allantoic bud, late allantoic bud, and early head fold stages) and E8.5 (early somite stage). *N* values indicate the number of cells examined. The data are derived from our previous study^23^. (**B**) Schematic representation of a mouse embryo at the five-somite stage (E8.25) as a left lateral view. The magenta line shows the sectional plane along the anterior (**A**)-posterior (P) axis in (**C**). (**C**–**E**) Immunofluorescence micrographs for EYFP (green), TNNT (red in **C**,**D**) and PECAM1 (red in **E**). Nuclei (blue) were stained with 4′,6-diamidino-2-phenylindole (DAPI). The boxed region in *C* is shown at higher magnification in *D*. The section shown in *E* is adjacent to that in *D*. Fg, foregut; En, endoderm. Scale bar, 100 µm.

We next examined the distribution of SOX17-expressing CPCs in mouse embryos by immunofluorescence analysis (Fig. S1). At the EHF stage, SOX17^+^ CPCs were marked simultaneously by the CPC marker NKX2-5 in the most anterior portion of the embryo corresponding to the heart field (Fig. S1). To distinguish LPM cells from the endoderm, we studied *Mesp1*^Cre/+^/*Rosa26*^EYFP/+^ mouse embryos, in which *Mesp1*-expressing mesoderm cells are labeled with enhanced yellow fluorescent protein (EYFP)^26,27^. Whereas SOX17^+^ cells were rarely detected among the EYFP^+^ LPM cells in embryos at the EB and late allantoic bud stages, SOX17^+^/EYFP^+^ cells were readily apparent at the EHF stage (Fig. S2). As the endoderm layer thickened and the shape of the foregut pocket became more obvious from the late head fold to zero-somite stage (E8.0), SOX17^+^ LPM cells became localized more exclusively to a region near the dorsal side of the foregut pocket fold (Fig. S3A). From the three-somite stage (E8.25), the number of SOX17^+^ LPM cells decreased concomitantly with the decline in expression of SOX17 in the anterior definitive endoderm (Fig. S3B). Only a few SOX17^+^ LPM cells were apparent at the sinus venosus. These results thus showed that SOX17 is expressed in CPCs during early embryogenesis.

### Contribution of *Sox17*^+^ CPCs to the endocardium

We next characterized *Nkx2-5*^+^/*Sox17*^+^ CPCs by polymerase chain reaction (PCR) analysis of marker gene expression with single-cell cDNA. Expression of the endothelial marker genes *Dll4* and *Pecam1* was highly correlated with that of *Sox17* in *Nkx2-5*^+^ CPCs at the early somite stage (Fig. S4A), whereas the expression of other marker genes, such as *Actn2* (cardiomyocytes) or *Acta2* (smooth muscle cells), was not (Fig. S5A)^28–31^. These results suggested that *Sox17*-expressing cells contribute to endothelial-like cells, a conclusion also supported by the preferential expression of *Tal1*, *Kdr*, *Etv2* and *Notch1*, marker genes for arterial endothelial precursor cells, in *Nkx2-5*^+^/*Sox17*^+^ CPCs at the early somite stage (>75% for *Tal1*, *Etv2* and *Notch1*) as well as in *Nkx2-5*^+^ CPCs at the EB stage (100% and 72.7% for *Kdr* and *Etv2*, and for *Notch1*, respectively) (Fig. S4B,C)^12,13,32,33^. An endocardial marker gene, *Nfatc1*, also showed a similar expression pattern to *Tal1* in *Nkx2-5*^+^/*Sox17*^+^ CPCs (Fig. S4B). Given that the endothelial component originating from *Nkx2-5*-expressing CPCs becomes the endocardium, it is likely that *Sox17*-expressing CPCs give rise to the endocardium^34^. Of note, other *SoxF* genes, *Sox7* and *Sox18*, also showed highly correlated with that of *Sox17* in *Nkx2-5*^+^ CPCs at the early somite stage (>75% for both of *Sox7* and *Sox18*) (Fig. S5B), showing the redundant expression patterns among *SoxF* genes in the endocardium lineage.

To examine further whether endocardium cells are indeed derived from *Sox17*-expressing mesoderm cells, we traced the lineage of *Sox17*-expressing cells in *Sox17*^Sox17-2A-iCre/+^/*Rosa26*^EYFP/+^ embryos (Fig. 1B–E)^21^, in which *Sox17*-expressing cells are labeled with EYFP. We found that the progeny of *Sox17*-expressing cells were all the PECAM1^+^ endocardium cells that were enclosed by the troponin T (TNNT)^+^ myocardium layer at the five-somite stage (E8.5), consistent with the results of a previous study^21^. *Sox17*^+^ CPCs are thus the specific precursors of the endocardium.

### *Sox17* expression biases CPCs to express an endothelial gene program

The specificity of *Sox17* expression for the endothelial cell lineage suggested that *Sox17* plays a role in endocardial differentiation of CPCs. We therefore next examined whether *Sox17* expression is sufficient to establish endocardium cell fate in CPCs by forced expression of *Sox17* in *Nkx2-5*-expressing CPCs with the use of a bacterial artificial chromosome (BAC)-based *Nkx2-5*^Sox17-IRES-LacZ^ transgene (*Tg*) (Fig. 2A). Expression of the *Tg* was confirmed to mimic endogenous *Nkx2-5* expression in CPCs (Fig. 2B–E). The most severe defect of the *Tg*^+^ embryos at E9.5 was anomalous looping and structure of the heart tube (Fig. 2F–J), but no obvious morphological abnormalities were apparent before this stage. Inside the heart of both severely (Fig. 2K–M) and moderately (Fig. S6A,B) affected embryos, ventricular trabeculation was impaired. Apoptosis was frequently observed among MYH (a sarcomeric myosin heavy chain protein)-expressing cardiomyocytes in *Tg*^+^ heart tube (Fig. S6C–E), whereas the proliferation of NKX2-5^+^ cells inside the heart of *Tg*^+^ embryos was not significantly affected (Fig. S6F–H). The overall gain-of-function phenotype thus suggested that ectopic and excess *Sox17* expression is toxic. Of note, cardiomyocytes expressing PECAM1 were apparent in some *Tg*^+^ embryos with a severe phenotype, a phenomenon never observed in wild-type (WT) embryos (Fig. 2K–M), suggesting that *Sox17* expression biases the fate of CPCs toward an endothelial-like phenotype but is not sufficient to induce an endocardial cell fate in these cells. This conclusion is consistent with the observation that expression of *Etv2* was not detected in the *Tg*-expressing (*LacZ*-positive) area of *Tg*^+^ embryos (Fig. 2C,E). On the other hand, *Tg*^+^ embryos with a mild to moderate phenotype manifested pronounced aggregation of Isolectin B4 (an endothelial marker)-positive endocardium cells rather than a monolayer (Fig. S6B). The intimate interaction between the endocardium and myocardium was also missing. These findings suggested that *Sox17* expression in the endocardium must be maintained at an appropriate level for proper regulation of cell behavior.

**Figure 2:**
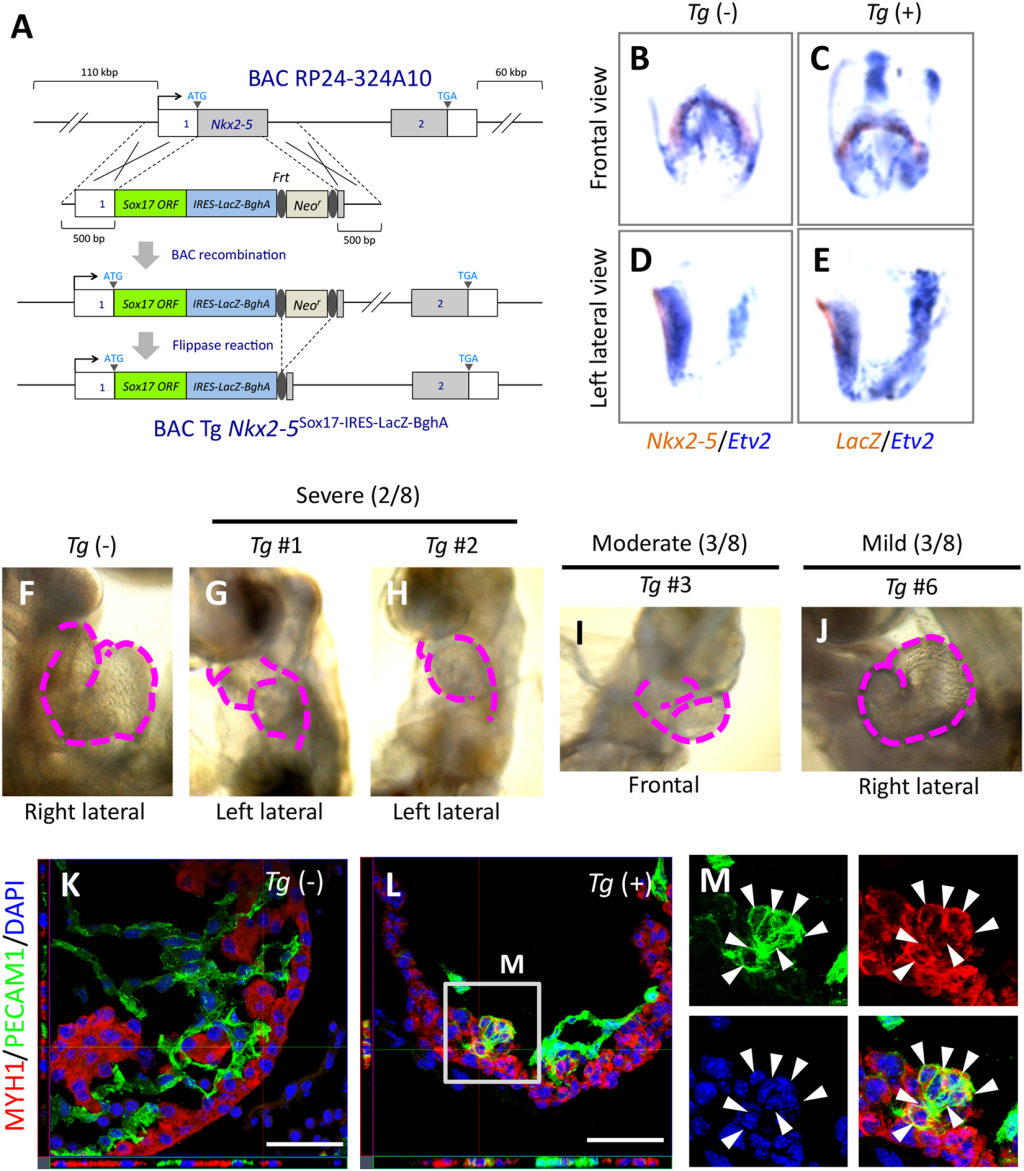
Gain of function of *Sox17* in *Nkx2-5*-expressing CPCs. (**A**) Construction of the BAC-based *Nkx2-5*^Sox17-IRES-LacZ^ *Tg*. (**B**–**E**) Double whole-mount *in situ* hybridization for *Etv2* (blue) and for either *Nkx2-5* (brown in **B**,**D**) or *LacZ* (brown in **C**,**E**) in E8.25 *Tg*(−) or *Tg*(+) embryos, respectively. (**F**–**J**) The heart of a *Tg*(−) embryo (**F**) and of *Tg*(+) embryos with severe (**G**,**H**), moderate (**I**), or mild (**J**) phenotypes at E9.5. Dashed magenta lines show the outline of the heart tube. (**K**–**M**) Immunofluorescence micrographs for the sarcomere myosin heavy chain MYH1 (red) and PECAM1 (green) in the left ventricle of the heart of E9.5 *Tg*(−) (**K**) and *Tg*(+) (**L**) embryos. (**M**) The boxed region in *L* is shown at higher magnification. Blue, DAPI; Arrowheads, cardiomyocytes expressing PECAM1; Scale bars, 100 µm.

### Cardiac defects induced by *Sox17* deletion in mesoderm

To elucidate the physiological function of *Sox17* in endocardium development, we conducted conditional depletion of *Sox17*. Since it cannot be excluded that *Sox17* expression in CPCs starts earlier than *Nkx2-5*, we used the mice with *Mesp1*^Cre/+^ and floxed *Sox17* (*Sox17*^fl/fl^)^19^ alleles to knockout *Sox17* in all cardiac cell lineages. Although multiple anomalies were apparent in *Mesp1*^Cre/+^/*Sox17*^fl/fl^ embryos at E9.5, no obvious morphological abnormalities were detected before this stage. Growth retardation and ballooning of the pericardial sac were observed after approximately the 20-somite stage, suggestive of a severe defect in the peripheral circulation that likely resulted from embryonic heart failure (Fig. 3A,B). Since the defect of the primitive haematopoiesis is possible to cause cardiac malformation, we also confirmed the yolk sac development in the mutants (Fig. S7). The primitive haematopoiesis seemed not affected in the mutant at E9.5, consistent with the previous observation that a haematopoiesis defect was only found after E11.5 in *Sox17* mutant^19^. However, remodeling of the yolk sac vessels was also impaired in the mutant embryos. In WT embryos, the network of capillary vessels that connect to the blood islands, where primitive haematopoiesis gives rise to the production of primary erythrocytes, undergoes remodeling to form the larger vessel network of the yolk sac at E9.5 (Fig. S7). In contrast, such vascular rearrangement did not occur in the mutant. These results thus indicated that *Sox17* is essential for vascular development in addition to the heart development.

**Figure 3:**
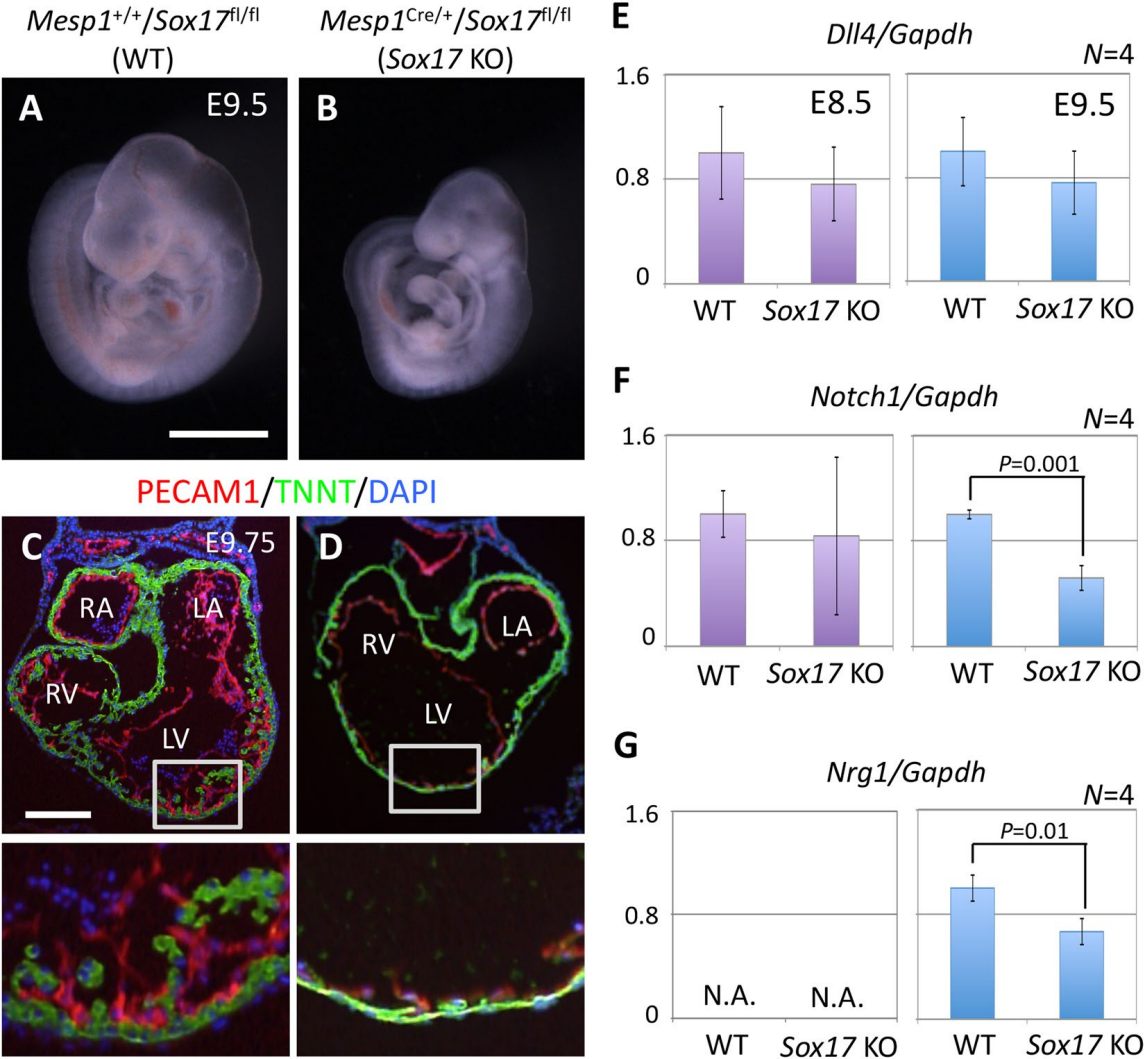
Cardiac defects associated with mesoderm-specific loss of function for *Sox17* in mouse embryos. (**A**,**B**) *Mesp1*^+/+^/*Sox17*^fl/fl^ (WT) (**A**) and *Mesp1*^Cre/+^/*Sox17*^fl/fl^ (*Sox17* KO) (**B**) embryos at E9.5. Scale bar, 1 mm. (**C**,**D**) Immunofluorescence micrographs in the heart of WT (**C**) and *Sox17* KO (**D**) embryos at E9.75. The boxed regions in the upper panels are shown at higher magnification in the lower panels. Red, PECAM1; Green, TNNT; Blue, DAPI; LA, left atrium; RA, right atrium; LV, left ventricle; RV, right ventricle. Scale bar, 100 µm. (**E**–**G**) Reverse transcription and real-time PCR analysis of the relative expression levels for the NOTCH signaling-related genes *Dll4* (**E**), *Notch1* (**F**), and *Nrg1* (**G**) in the heart of WT and *Sox17* KO embryos at E8.5 (left panels) and E9.5 (right panels). *Nrg1* expression at E8.5 was below the threshold for detection (N.A., not amplified). Only significant *P* values (Student’s *t* test) are indicated. Means ± SD.

Examination of the heart tube revealed anomalous looping in *Mesp1*^Cre/+^/*Sox17*^fl/fl^ embryos at E9.5 (Fig. S8A–F). In WT embryos, the borders of the outflow tract, ventricle, and atrium were identified by folds with a sharp angle. However, the fold angles were obtuse in the mutant. The endothelial-like phenotype of the endocardium was not impaired in the heart of mutant embryos at E9.75, as revealed by the expression of PECAM1 (Fig. 3C,D), indicating that *Sox17* is not essential for endocardium fate in CPCs. However, the number of endocardium cells appeared to be reduced in the mutant. Whereas the endocardium was in intimate contact with the myocardium layer in WT embryos, such “touchdown” sites^35,36^ were far fewer in the mutant (asterisks in Fig. S9A–C). The size of cardiomyocytes was also reduced in the mutant embryos. Importantly, myocardial trabeculation was severely affected and the number of ventricular trabeculae composed of more than three cardiomyocytes was significantly reduced in the mutant (Fig. S9D). Together, these observations indicated that the physiological function of the endocardium was so anomalous in the *Sox17* mutant that maturation of the myocardium was affected in a non-cell-autonomous manner.

We next examined the expression levels of NOTCH signaling-related genes in the developing heart, given that a *Dll4-Notch1-Nrg1* pathway plays an important role in the differentiating endocardium as well as in ventricular trabeculation^37^. The expression level of *Dll4* did not differ significantly between WT and *Mesp1*^Cre/+^/*Sox17*^fl/fl^ embryos (Fig. 3E). At E8.5, the abundance of *Notch1* mRNA (Fig. 3F) and NOTCH1 protein (Fig. S8G,H) was unchanged in the mutant. However, at E9.5, the expression of *Notch1* and *Nrg1* (a downstream target of the NOTCH signal) in the heart was down-regulated significantly in the mutant embryos (Fig. 3F,G), suggesting that SOX17 does not directly induce NOTCH signaling but instead maintains it in the embryonic heart. Further, the expression levels of *Hey1* and *Hey2*, which regulate the cell proliferation of cardiomyocytes downstream of NOTCH signaling^38,39^, tended to be reduced in the mutant heart at E9.5 (Fig. S9E,F). The down-regulation of NOTCH signaling apparent at E9.5 is consistent with the previous finding that such signaling is required for trabeculation^40^.

### Transcriptome changes in differentiating cardiac cells induced by *Sox17* deletion

The heart anomalies of mesoderm-specific *Sox17* mutant embryos were not apparent until E9.5, even though SOX17 is expected to function from E7.5 to E8.5 (Figs 1; S1–S3). We therefore examined whether the loss of function for *Sox17* affects the endocardium from the earliest phase of its development, before the morphological abnormality is evident, with the use of single-cell microarray-based expression profiling of endocardium cells at E8.5 (nine-somite stage). 

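The endocardium profiles came from 8 1-colour Agilent arrays (SurePrint G3 Mouse GE 8x60K), each hybridized with RNA transcribed from the amplified cDNA of 1 cell. Of these cells, 4 were WT (*Sox17* fl/fl without Cre) and 4 were *Sox17* KO (*Mesp1* Cre/+/*Sox17* fl/fl), all from embryos at E8.5 with 9 somites. Cells came from the ventricle according to the paper and from the heart tube according to the sample labels, and trypsin was applied for 3 min according to the paper and for 5 min according to the labels. The authors deposited the output of the scanner software for each array, in which the intensity of each spot was corrected for background and for trends across the array but was not normalized between arrays. Of 55681 probes, the 55295 with a usable spot on all 8 arrays were analysed, and spots of the same probe were averaged. The scanner software called 11370, 16429, 14293 and 18175 of these probes well above background in WT cells 1 to 4, and 14166, 12781, 16853 and 16299 in KO cells 1 to 4. The medians were 15361 and 15232.5, and the ranges of the genotypes overlapped. Only 7570 probes were well above background on all 8 arrays. Each array was scaled to the 50th percentile of those 7570 probes, values under 50 were then set to 50, and log2 values were taken. Between 30.44% and 44.86% of the probes well above background on an array fell under that floor, and values at the floor have no order among themselves. Neither the labels nor the paper's text names the embryo of each cell, so that a genotype counted as 1 sample. Values are therefore given per cell, or as the difference of mean log2 values (KO minus WT) with the SD between cells pooled over both genotypes, and no test was made. The number of arrays limits the precision of every difference. All 8 arrays were on 1 slide and in 1 scan, with WT and KO cells in separate columns of the slide, so that position and genotype cannot be told apart.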

Marked differences in gene expression profiles were detected between WT and *Mesp1*^Cre/+^/*Sox17*^fl/fl^ cells. 

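Over the 26833 probes well above background on at least 1 array, Pearson's r across probes had a median of 0.714 for the 12 pairs of cells of the same genotype, from 0.670 to 0.765, and of 0.719 for the 16 pairs of a WT and a KO cell, from 0.664 to 0.755. Probes are not independent replicates, so that r describes each pair only. The alternative that moved these medians most kept only the probes well above background on all 8 arrays, with 0.854 within and 0.856 between genotypes. Over the 10429 probes well above background in all 4 cells of at least 1 genotype, a median of 19.0% of probes were at least 5-fold apart between 2 cells of the same genotype, from 12.8% to 23.5%. Between a WT and a KO cell the median was 19.2%, from 13.9% to 23.7%. Hierarchical clustering of the cells on the 26833 probes (average linkage on 1 minus r) set WT cell 1 apart from the other 7 cells. Its array had the fewest probes well above background and was marked for evaluation by the scanner software. This split left 62.5% of the cells in the branch of their own genotype, with the branches named the better way round. Any split of 1 cell from the other 7 gives that share, so it says nothing about genotype.

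**Figure D1:**
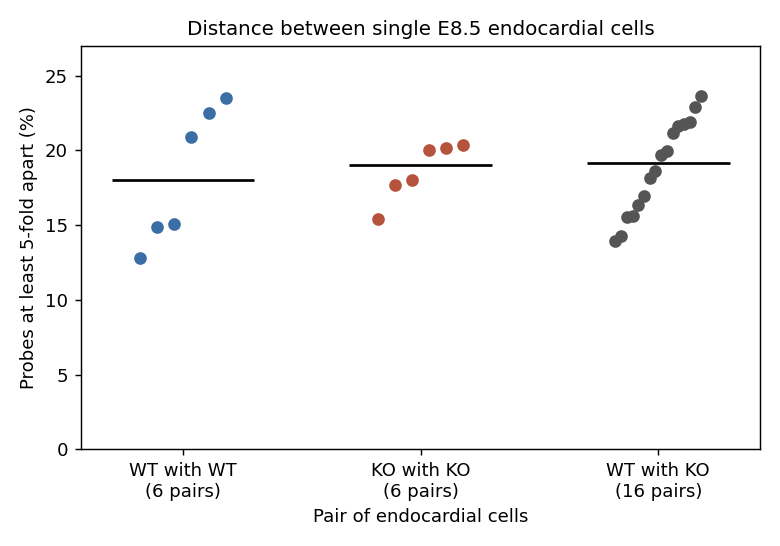
Percent of probes at least 5-fold apart for each pair of single endocardial cells, over probes well above background in all 4 cells of at least 1 genotype. Each point is a pair, the horizontal lines are medians, and the 16 points for a WT with a KO cell lie between 13.9% and 23.7%.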

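The supplementary Gene List 1 gives 96 rows, 1 probe each, from the 114 probes that the paper reports as increased in KO endocardium cells, and Gene List 2 gives 141 rows from the 171 probes reported as decreased. The lists were selected by the authors on these same 8 cells, so that the tallies below describe the lists and do not count changed genes. In the deposited arrays all 96 probes of Gene List 1 were higher in the mean of the KO cells, 95 of them by at least 5-fold, with a median log2 difference of 4.16, or of 3.47 without WT cell 1. Of Gene List 2, 140 probes had a usable spot on all 8 arrays. All 140 were lower in KO cells, 124 of them by at least 5-fold, with a median log2 difference of -3.71. A probe that was dim in a whole genotype has only a bound, which with this floor equals the value at the floor, so that bounds leave both medians as they are. Among the settings that keep every listed probe, a floor of 200 in place of 50 moved the counts most, to 74 and 84 probes at least 5-fold apart. Every listed probe was well above background in all 4 cells of its brighter genotype. In the dimmer genotype, 60 of the 96 and 93 of the 140 probes were below that level in at least 1 cell, and only 3 and 7 were below it in all 4. The cells of the 2 genotypes did not overlap for 44 probes of Gene List 1 and 36 of Gene List 2, where chance gives 1.43% of probes in a given direction if none had been selected. For the remaining listed probes at least 1 cell of the dimmer genotype reached the lowest cell of the brighter one. The median SD between cells was 2.43 in the dimmer and 1.52 in the brighter genotype for Gene List 1, and 2.07 and 1.61 for Gene List 2.

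**Figure D2:**
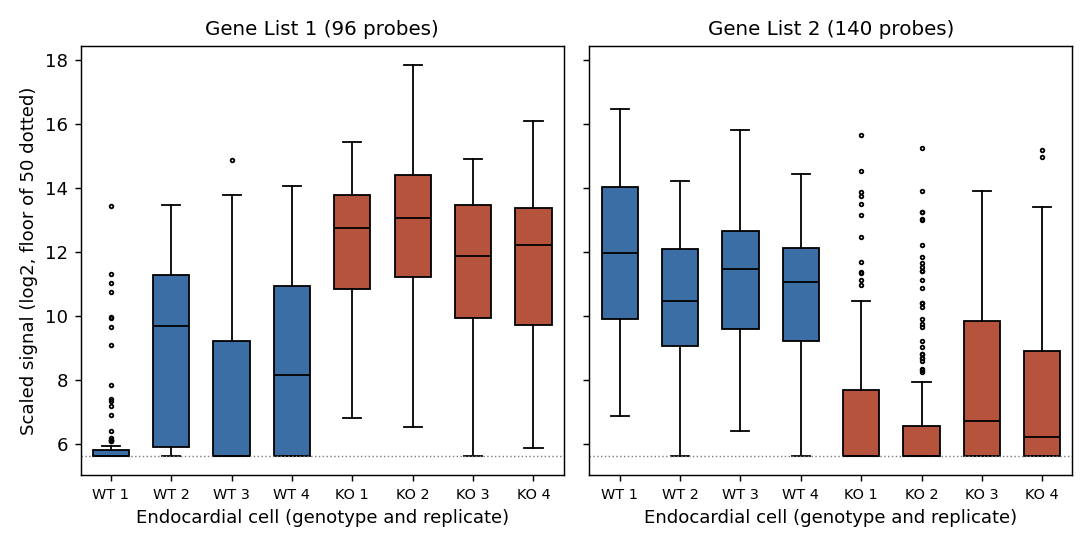
Scaled signal (log2) of the listed probes in each cell, as boxes from the first to the third quartile with the median as a line, whiskers by Tukey's rule and points beyond. The KO cells have medians of 11.88 to 13.08 for Gene List 1, and the WT cells have medians of 10.47 to 11.97 for Gene List 2.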

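Among the probes with the largest listed folds, *Clu* (probe on chromosome 14 of mm9, 66600325 to 66600384) was well above background in 1 of 4 WT cells, at the floor in all 4, and between 10.99 and 14.69 in KO cells, a log2 difference of 7.23 (SD between cells 1.15). *Hey1* (chromosome 3, 8663432 to 8663491) was well above background in 2 of 4 WT cells and all 4 KO cells, with a difference of 6.84 (SD 1.26). *Gata4* (chromosome 14, 63817858 to 63817917) was well above background in 2 of 4 WT cells and differed by 6.44 (SD 2.26), with WT cell 3 at 11.08 and the other WT cells at the floor, while abundant cardiomyocyte transcripts differed in both directions. *Exosc8*, well above background in 2 of 4 WT cells, differed by 6.27 (SD 1.72). *Tex30* (chromosome 1, 44143665 to 44143724) was well above background in none of the WT cells, and a bound of at least 62.5-fold higher in KO cells follows. A bound sets the mean of the brighter genotype against, for each array of the dimmer one, the lowest signal among probes well above background or the probe's own signal, whichever is higher, with the floor applied. Of the decreased probes, *Tmem176b* (chromosome 6, 48783831 to 48783890) and *Phf3* (chromosome 1, 30860016 to 30860075) were well above background in none of the KO cells and were at least 119-fold and 29.1-fold lower there. *Tubg1* differed by -6.30 (SD 1.62), *Hk1* by -6.09 (SD 1.45) and *Notch3* by -5.60 (SD 2.04). These 3 genes were well above background in 1, 2 and 1 of the 4 KO cells. For *Hk1*, 1 of its 3 probes went the other way, and the mean of all its probes differed by -1.57. The mean of the 2 probes of *Tmem176b* differed by -4.61. *Notch3* was at the floor in 3 KO cells and at 10.15 in KO cell 1. For *Clu* and *Hk1* all 4 cells of the dimmer genotype were at the floor, so that the floor sets the difference, which is at most a lower limit. Leaving out each cell in turn kept the direction of each of these differences but moved all except that of *Hey1* by over 1.5 times. On the log2 scale the bound of *Tex30* went from 5.97 to 5.24 without KO cell 4 and to 7.03 without KO cell 1. The bound of *Tmem176b* went from -6.90 to -6.20 without WT cell 1, and that of *Phf3* from -4.86 to -4.17 without WT cell 4 and to -5.77 without WT cell 1. The difference was 7.88 for *Clu* without KO cell 4 and 7.33 for *Exosc8* without KO cell 3, and ran from 5.72 without KO cell 2 to 7.83 without WT cell 3 for *Gata4*. Without WT cell 1 it was -5.46 for *Tubg1*, -5.41 for *Hk1* and -4.82 for *Notch3*. It was -7.24 for *Tubg1* without WT cell 3, -6.77 for *Hk1* without WT cell 4 and -6.83 for *Notch3* without KO cell 1. Over all probes, the widest gaps between the genotypes also included *Mrps34* with a difference of 6.37 (SD 1.27) and *Uqcrc2* with 4.72 (SD 2.10) in KO above WT cells, and *Mrps16* with -6.16 (SD 1.69) and *Mapk6* with -4.49 (SD 0.84) in WT above KO cells. *Uqcrc2* was well above background in 3 of 4 WT cells, *Mrps16* in 2 and *Mapk6* in 3 of 4 KO cells, and *Mapk6* was at the floor in all 4, which makes its value a lower limit too. The difference ran from 5.62 without KO cell 1 to 7.02 without KO cell 2 for *Mrps34*, and without WT cell 1 it was 3.40 for *Uqcrc2* and -5.09 for *Mrps16*. Of the 3 probes of *Mapk6*, 1 was higher and 1 lower in KO cells, and their mean differed by -0.88.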

The normalized signal intensities of 114 and 171 probe sets (2.71% of total probe sets called “present”) were increased and decreased, respectively, by a factor of at least 5 in endocardium cells of the mutant relative to those of WT embryos (Fig. 4A; Table S1; SI, Gene Lists 1, 2). The gene expression profile of cardiomyocytes of E8.5 mutant embryos also differed from that of control cardiomyocytes, with the normalized signal intensities of 84 and 274 probe sets (4.78% of total probe sets called “present”) being increased and decreased, respectively (Fig. 4B; Table S1; SI, Gene Lists 3, 4), supporting the notion that *Sox17* expression in the endocardium contributes to regulation of the genetic program for cardiomyocyte differentiation from the early stage of heart development. Of note, mitochondria related genes (*Acsl4*, *Mcat*, *Micu2*, *Mrpl4*, *Mrpl9*, *Mrpl4*, *Mrpl13*, *Mrpl30*, *Mrpl36*, *Mrpl38*, *Mrps24*, *Ndufa4*, *Ndufa10*, *Tomm34*, *Oxa1l*, *Slc25a13*), sarcomere-related genes (*Hrc*, *Speg*, *Tpm4*) and cardiac development-related genes (*Cited2*, *Gata4*, *Irx4*, *Ldb3*, *Pfkm*, *Tln1*) were significantly down-regulated in the mutant cardiomyocytes, suggesting that cardiomyocyte maturation was impaired (Gene List 4).

**Figure 4:**
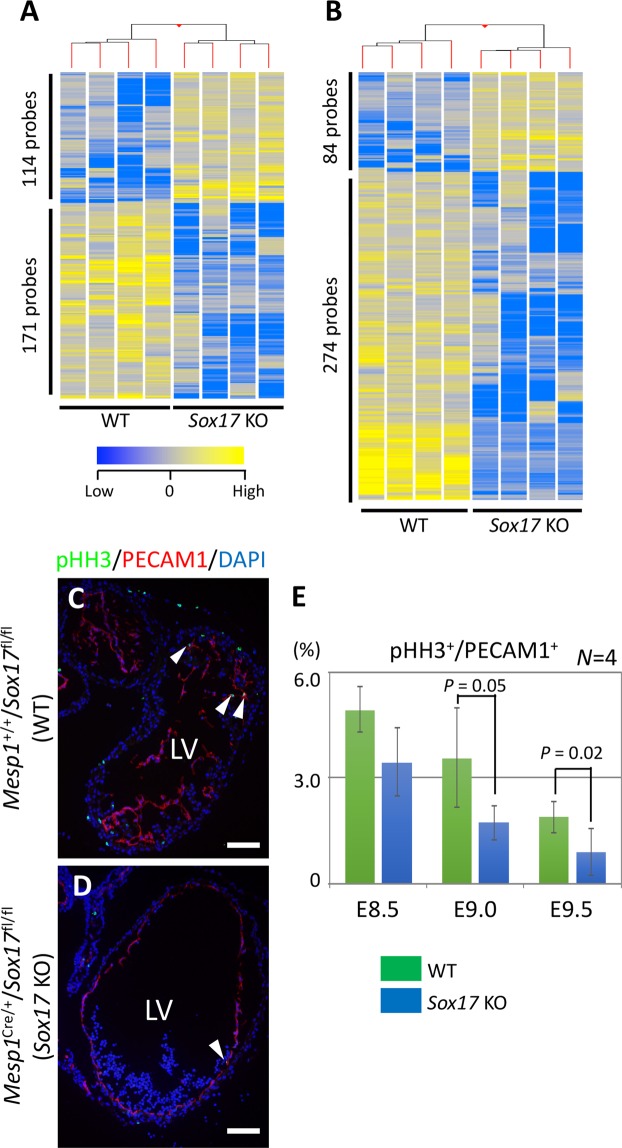
Altered gene expression profiles in the endocardium and myocardial cells of mesoderm-specific *Sox17* mutant embryos. (**A**,**B**) Hierarchical clustering and heat map for 285 (**A)** and 358 (**B**) probe sets for differentially expressed genes in the endocardium and myocardial cells, respectively, of WT and *Sox17* KO embryos at E8.5. (**C**,**D**) Immunofluorescence micrographs for pHH3 (green) and PECAM1 (red) in the heart of WT (**C**) and KO (**D**) embryos at E9.5. Blue is DAPI. Arrowheads indicate pHH3^+^ endocardium cells. LV, left ventricle; Scale bars, 50 µm. (**E**) Proportion of pHH3^+^ cells among PECAM1^+^ cells in the heart of WT and *Sox17* KO embryos from E8.5 to E9.5. Means ± SD. Only *P* values of ≤0.05 (Student’s *t* test) are indicated.

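On the 236 listed probes usable here, hierarchical clustering of the endocardium cells placed the 4 WT cells in a branch of their own and the 4 KO cells in the other. The branches joined at a distance of 1.15, against 0.562 for the join before it, where the distance is 1 minus Pearson's r. These probes had been chosen for their difference between the same cells, which favours this division. It held under every alternative scaling, floor and probe filter and with each cell left out. The paper, which shows its 285 probe sets as the heat map of Fig. 4A, states that expression profiles differed markedly between WT and *Sox17* KO endocardium cells at E8.5.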

Pathway analysis for the lists of genes whose expression was affected in mutant embryos revealed that molecules related to “cellular growth and proliferation,” “cellular development,” and “cell cycle” were significantly enriched for both endocardium cells and cardiomyocytes (Tables S2, S3). 

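Cell cycle genes were looked at directly in the 8 endocardium cells, with 1 probe per gene. For 21 genes of the G1/S transition the median log2 difference between KO and WT cells was -0.17, with 9 genes higher and 11 lower in KO cells. The median of these genes ran from 9.29 to 11.74 among WT cells and from 7.22 to 12.73 among KO cells, so that cells of the same genotype were further apart than the genotypes. The sign of the difference changed with a floor of 10, to 0.13, and without KO cell 2, to 0.37, while its lowest value under the alternatives was -0.52. For 25 genes of G2 and M phase the median difference was -0.90, or -1.02 over those for which a fold can be given. Of these genes, 4 were higher and 18 lower in KO cells. The per-cell median of the G2/M genes was at the floor in all cells but WT cell 2, where it was 10.55. Without that cell the median difference was 0.00, while its lowest value under the alternatives was -1.91. The 0.00 is a tie of genes at the floor in every other cell, such as *Bub1*, *Bub1b*, *Nusap1* and *Cenpe*. It does not show that every lower G2/M gene rested on WT cell 2. Without that cell the listed *Bub3*, *Numa1*, *Tubg1* and *Cks2* differed by -5.62, -5.06, -6.04 and -2.85, and the probes of the listed *Cks1b* by 5.44 and 5.64. The number of G2/M genes well above background was 12, 23, 9 and 14 in WT cells 1 to 4 and 9, 9, 8 and 15 in KO cells 1 to 4. Of the G2/M genes, *Cks1b* was on Gene List 1 and well above background in 3 of 4 WT cells, with differences of 4.45 (SD between cells 2.73) and 4.63 (SD 2.89) at its 2 probes. The G2/M genes *Tubg1*, *Numa1*, *Bub3* and *Cks2* and the G1/S genes *Chaf1b*, *Cdt1* and *Rrm2* were on Gene List 2. The G1/S gene *Pold1* was on that list too but had no usable probe. *Rrm2* and the brighter of 2 probes of *Chaf1b* were well above background in all 4 KO cells, and the others with a usable probe in 1 to 3. *Bub3* differed by -5.50 (SD 2.79), *Numa1* by -5.44 (SD 1.85) and *Cks2* by -3.03 (SD 2.08). *Cdt1* differed by -4.61 (SD 2.12), *Rrm2* by -4.05 (SD 2.91) and the probes of *Chaf1b* by -4.65 (SD 3.46) and -3.83 (SD 2.99). Without WT cell 1 the difference was -4.58 for *Bub3*, -4.63 for *Numa1*, -2.37 for *Cks2*, and -3.16 and -2.60 for *Chaf1b*. KO cell 3 was far above the other KO cells for *Bub3* and *Chaf1b*, and without it the differences were -7.04, and -6.21 and -5.01. *Numa1* was at -6.15 without WT cell 3 and *Cks2* at -4.16 without KO cell 2. With a cell left out, *Cdt1* ran from -5.82 without WT cell 2 to -3.76 without WT cell 3, and *Rrm2* from -5.92 without KO cell 4 to -3.09 without KO cell 2. The probes of *Cks1b* were at 3.33 and 3.45 without WT cell 4 and at 5.56 and 5.83 without WT cell 3. The pathway enrichment was not repeated here.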

Examination of cell proliferation in the heart from E8.5 to E9.5 revealed that the ratio of KI67^+^ (mitotic) endocardium cells or cardiomyocytes did not differ significantly between WT and mutant embryos at E8.5 or E9.0 but was significantly reduced in the mutant at E9.5 (Fig. S10A,B). Similarly, the ratio of phosphorylated histone H3 (pHH3)-positive (M-phase) cells in the endocardium of mutant embryos was significantly reduced at E9.0 (Fig. 4C–E). A significant reduction in the ratio of cardiomyocytes in M phase was apparent in the mutant at E9.5 (Fig. S10C–E), consistent with the notion that an initial anomalous molecular event in the endocardium subsequently affects the myocardium. Given that a reduction in *Notch1* expression in the mutant heart was not apparent until E9.5 (Fig. 3F), a primary event caused by the lack of *Sox17* expression in the endocardium might secondarily induce down-regulation of *Notch1* expression and thereby affect cell proliferation and trabeculation in the myocardium. Together, these results suggest that *Sox17* expression in the endocardium precursor cells is essential for regulation of endocardium development in a cell-autonomous manner and for that of myocardium development in a non-cell-autonomous manner.

## Discussion

We have here shown that *Sox17* is transiently expressed from E7.5 to E8.5 specifically in CPCs undergoing differentiation into the endocardium in mouse embryos. Gain-of-function and loss-of-function analyses revealed that *Sox17* is neither necessary nor sufficient for the induction of endocardial cell fate in CPCs. However, its expression in endocardium precursor cells is required for proper heart development and biases CPCs toward an endothelium-like phenotype. Our results suggest that SOX17 renders endocardium cells competent for proliferation and interaction with cardiomyocytes, with such interaction regulating cardiomyocyte growth and maturation (Fig. S10F).

Much of the available information relevant to endocardium differentiation has been derived from studies of the development of haematopoietic stem cells and the arterial endothelium. In mice, *Etv2* is essential for establishment of the endothelial and haematopoietic cell lineages in *Mesp1*^+^ mesoderm, serving as a downstream target of bone morphogenetic protein (BMP), NOTCH, and WNT signaling pathways^20^. Null mutation of *Etv2* results in embryonic mortality and loss of endothelial cells including the endocardium as well as of blood cells^12,13^. In addition, *Notch1*, which plays an important role in development of haemogenic arterial endothelial cells, is also required for development of the endocardium^41–43^. Mesodermal cells expressing *Notch1* at E6.5 were found to contribute mostly to the endocardium^44^. Given that *Sox17* appears to function in the haematopoietic lineage and that the endocardium likely possesses haemogenic ability^19,45^, the endocardium may share a common or similar developmental gene program including *Sox17* with the haematopoietic lineage. This notion is further supported by the observation that zebrafish mutants of *cloche*, which encodes a bHLH-PAS-type transcription factor and is expressed in endothelial and haematopoietic precursors, do not develop an endocardium or haematopoietic stem cells^46,47^. Of interest, NKX2-5 was shown to transactivate *Etv2* in *Nkx2-5*^+^ cells that contribute to the endocardium, suggesting that the cardiac program functions upstream of the endothelial-haemogenic progenitor gene program essential for endocardium development^48^. However, the endothelial-haemogenic program including *Etv2* and *Tal1* prevents the induction of cardiomyocyte fate in CPCs^48,49^. Endocardium fate determination might thus be initiated by the cardiac program coupled to the endothelial-haemogenic program among *Mesp1*-expressing nascent mesoderm cells, with the endothelial-haemogenic program subsequently suppressing the cardiomyocyte program after commitment to the endocardium. Validation of the mechanism underlying fate determination for the endocardium will require further studies of the roles of *Mesp1*, *Sox17*, *Etv2*, *Notch1*, and other early endothelial-haemogenic factor genes.

*Sox17* has been shown to be required for vascular development. Its expression was thus found to promote sprouting angiogenesis during retinal vascularization and tumor angiogenesis^20,50^. Loss or gain of function of *Sox17* in the endothelial lineage of mouse embryos resulted in decreased and increased vascular density, respectively^51^. SOX17 was suggested to destabilize vascular endothelial cells and thereby to secure the motility of tip cells during angiogenesis by regulating the proliferation, adhesion, and cytoskeletal organization of endothelial cells as well as the extracellular matrix. The phenotypes resulting from loss or gain of function of *Sox17* in our study are likely consistent with such a role, given the observed defects in cell shape, cell proliferation, and cell-cell interaction (Figs 2–4, Figs S6–10). Endocardial cells that sprout toward the myocardium via an angiogenesis-like process may thus generate the touchdown sites at which cardiomyocytes are able to initiate their trabeculation^35,36^. For the endocardium to exert such an action, *Sox17* must be expressed at an appropriate level, given the phenotypes associated with its gain or loss of function (Figs 2, 3). On the other hand, a specific role for *Sox17* in heart development is difficult to discern because of the functional redundancy of SOXF transcription factor genes. *Sox7* is expressed in a subset of the *Mesp1*^+^ cell lineage from the earliest phase^44^, and *Sox7* mutant embryos manifest an overall phenotype similar to that of embryos lacking *Sox17*^52^. Identification of the direct targets of SOX17 and the other SOXF transcription factors should provide insight into the roles of these proteins in development.

Activated DLL4-NOTCH1 signaling in the endocardium was shown to be essential for ventricular trabeculation, with the consequent up-regulation of *Ephrin B2-EphB4-Nrg1* signaling promoting the differentiation of cardiomyocytes^36,37^. We found that loss of function of *Sox17* resulted in defective trabeculation, likely as a result of the significant down-regulation of *Notch1* and *Nrg1* expression in the heart apparent at E9.5. These findings appear consistent with the previous observation that SOX17 directly activates *Notch1* to establish the haemogenic endothelium^42^. However, expression of *Notch1* was not affected in our *Sox17* loss-of-function mutant at E8.5, indicating that *Sox17* is dispensable for the induction of *Notch1* expression at the earliest phase of endocardium development, in contrast to the situation for haematopoietic stem cell development. The reduction in the level of *Notch1* expression in our *Sox17* mutant at E9.5 might be a secondary impairment due to a primary defect in the endocardium, or *Sox17* may be required for maintenance of *Notch1* expression. Alternatively, rather than SOX17, one or both of the other SOXF transcription factors (SOX7, SOX18) might directly activate *Notch1* in the endocardium lineage. Further studies of the relative roles of SOX17 and the other SOXF proteins should provide insight into the development of the endocardium.

## Methods

### Mice

*Sox17*^fl^ (MGI ID: 3717121)^19^ and *Rosa26*^EYFP^ Cre reporter (MGI ID: 2449038)^27^ mice were obtained from The Jackson Laboratory. *Mesp1*^Cre^ mice (MGI ID: 2176467) were described previously^26^. All animal procedures were performed under project licenses (70/7254 and 70/7449) approved by the Home Office according to the Animals (Scientific Procedures) Act 1986 in the U.K., or with approval of the Osaka University Animal Experimentation Committee (license number: 29-039-004) in Japan.

### Staging of mouse embryos

Developmental stages of mouse embryos were classified according to morphology as previously described^23^. The morning of the day of vaginal plug detection was set as E0.5.

### BAC transgenesis

The construction of BAC transgene and transgenic mice production were performed as previously described^23,53^. The BAC *Nkx2-5*^Sox17-IRES-LacZ-BghpA^ *Tg* was constructed with a BAC recombination system as shown in Fig. 2A. The BAC clone RP24-324A10 contains 175.0 kb of the mouse *Nkx2-5* locus and drives expression of the *Sox17*-*IRES-LacZ* cassette (containing full-length mouse *Sox17* cDNA) according to the genomic context of *Nkx2-5*. A *Sox17*-*IRES-LacZ-BghpA* cassette was introduced in-frame into the mouse *Nkx2-5* gene of BAC clone RP24-324A10. For recombination with the BAC, left-arm XbaI-XhoI and right-arm EcoRI-EcoRV fragments were amplified by PCR independently with the primer sets *Nkx2-5*-L-arm-F (5′-XbaI site-GTCGACCGTTTAGACTCAGCATAACAG-3′) and *Nkx2-5*-L-arm-R (5′-XhoI site-CAGGTTTCACAGCGCCAGGTG-3′) as well as *Nkx2-5*-R-arm-F (5′-EcoRI site-GATAAAAAAGGTAAGGAGAAC-3′) and *Nkx2-5*-R-arm-R (5′-EcoRV site-GGCAGGGTGGGCTACACAAGG-3′), respectively. The right-arm EcoRI-EcoRV fragment was cloned into pL453 as *Frt-Neo*^*r*^*-Frt-*R arm, and the left-arm XbaI-XhoI and *IRES-LacZ* XhoI-BamHI fragments were then simultaneously introduced to yield L arm-*IRES-LacZ-Frt-Neo*^*r*^*-Frt*-R arm. A XhoI-BglII fragment of mouse *Sox17* cDNA obtained by PCR with the primers 5′-XhoI site-GTCGCCACCATGAGCAGCCCGGATGCGGGA-3′ and 5′-TCTGCGTTGTGCAGATCTGGG-3′ and a BglII-XbaI fragment of the *Sox17* cDNA were simultaneously cloned into the plasmid to yield L arm-*Sox17-IRES-LacZ-Frt-Neo*^*r*^*-FRT-*R arm. EL250 cells transformed with the RP24-324A10 BAC clone were subjected to electroporation with the L arm-*Sox17-IRES-LacZ-Frt-Neo*^*r*^*-FRT-*R arm fragment and then to selection with kanamycin. Following removal of the *Neo*^*r*^ cassette by arabinose treatment (Flp induction), the BAC *Tg* was prepared and used for microinjection.

### RNA isolation, RT, and real-time PCR analysis

Embryonic hearts were dissected in ice-cold phosphate-buffered saline (PBS). Total RNA was isolated with the use of RNeasy Mini Kit (Qiagen) and was subjected to reverse transcription (RT) with the use of Superscript III (ThermoFisher Scientific) and an oligo(dT) primer. The resulting cDNA was subjected to real-time PCR analysis with specific primer sets (Table S4) and with the use of a QuantiTect SYBR Green PCR Kit and Rotorgene (Qiagen). Data were normalized by *Gapdh* expression.

### Histology

Mouse embryos were dissected in ice-cold PBS and fixed with 4% paraformaldehyde in PBS at 4 °C for 2 h. For assay of BrdU incorporation, pregnant mice were injected intraperitoneally with 500 µg of BrdU (Sigma-Aldrich) at 3 h before embryo removal. Fixed embryos were embedded in OCT compound (Sakura Finetek), frozen, sectioned at a thickness of 8 µm, and stained with primary and secondary antibodies (Table S5) as previously described^5,23^. DNA was counterstained with DAPI (Merck). Immunofluorescence micrographs were acquired with an LSM510 confocal (Zeiss) or BZ8000 fluorescence (Keyence) microscope. Whole mount *in situ* hybridization was performed as described^5,23^.

### Single-cell microarray analysis

The dissected hearts were treated with trypsin for 3 min at 37 °C to isolate single cells. First-strand cDNA was synthesized for 10 min at 50 °C with Superscript III reverse transcriptase (ThermoFisher Scientific). 

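In the array values, the 10 endocardial or endothelial markers looked at (*Pecam1*, *Cdh5*, *Kdr*, *Tek*, *Tie1*, *Nfatc1*, *Emcn*, *Npr3*, *Sox7* and *Sox18*) were each detected in at least 1 cell. The number well above background was 7, 8, 9 and 10 in WT cells 1 to 4 and 6, 9, 9 and 8 in KO cells 1 to 4. *Cdh5* and *Kdr* were well above background in all 8 cells, *Kdr* between 10.67 and 13.26 on the log2 scale in WT cells and between 7.76 and 15.31 in KO cells. Of 9 cardiomyocyte markers, 3, 8, 6 and 5 were well above background in WT cells 1 to 4 and 5, 4, 5 and 8 in KO cells 1 to 4. *Actc1* was above the floor in all 8 cells, between 6.38 and 12.8 in WT cells and between 9.17 and 15.32 in KO cells. *Myh7* was well above background in all 8 cells and reached 13.24 in WT cell 2. *Myl4* reached 14.03 in WT cell 2 and *Myl7* reached 12.64 in KO cell 4. *Tnnt2* was at the floor in all cells but WT cell 3 and KO cell 4, and *Myh6* was under the floor in all 8 cells. Of 3 smooth muscle markers, 2 were well above background in every cell. *Acta2* among them was at 13.80 in WT cell 2, 12.86 in KO cell 4 and 6.15 in WT cell 1 and at the floor in the other cells. *Tbx5* was well above background in none of the cells, and *Nkx2-5* rose above the floor only in KO cell 2. None of the 5 blood and 5 endoderm markers was above the floor in any cell.

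**Figure D3:**
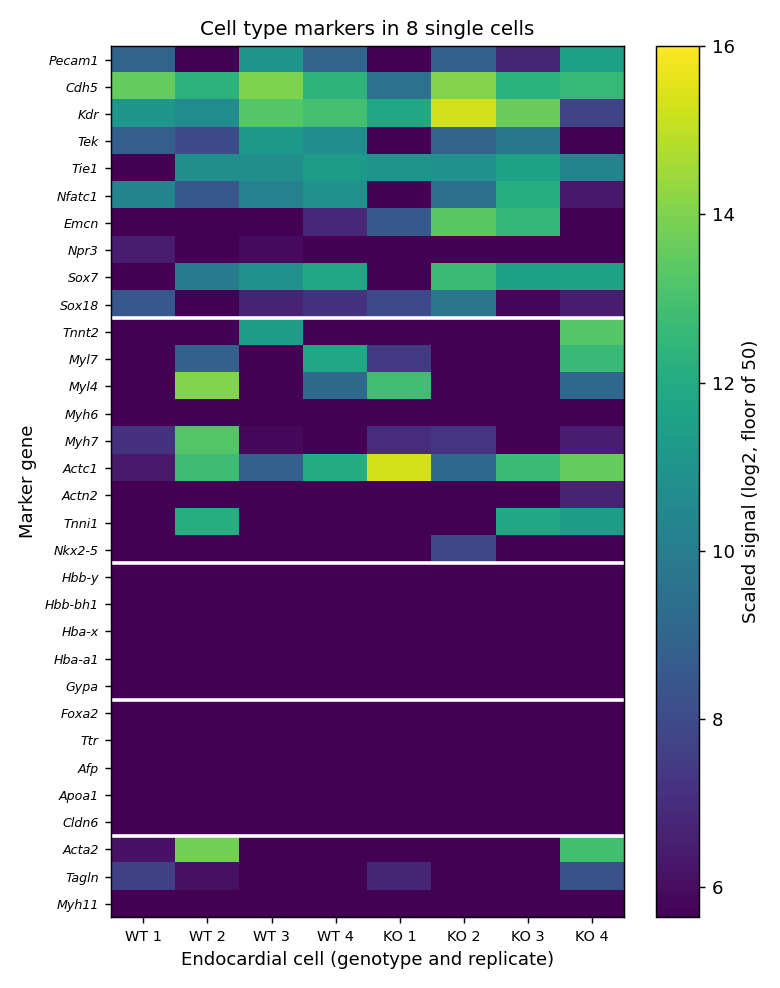
Scaled signal (log2) of cell type markers in the 8 single cells, with white lines between the endocardial or endothelial, cardiomyocyte, blood, endoderm and smooth muscle markers. Dark cells are at the floor of 50, and *Cdh5*, *Kdr* and the cardiomyocyte marker *Actc1* are above it in every cell.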

The cell type for each single-cell cDNA preparation was identified by PCR of marker gene expression with specific primer sets (Table S4). The T3 promoter was added to the 5′ end of each cDNA by PCR with the T3V3 primer (5′-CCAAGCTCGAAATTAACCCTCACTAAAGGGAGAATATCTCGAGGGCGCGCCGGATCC-3′) and V1dT_24_ primer (5′-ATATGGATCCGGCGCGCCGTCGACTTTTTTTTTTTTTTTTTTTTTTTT-3′). Cells were isolated from the heart ventricle of control (*Sox17*^fl/fl^) or *Sox17* knockout (*Mesp1*^Cre/+^/*Sox1*^fl/fl^) embryos at E8.5, and single-cell cDNA was synthesized by RT as previously described with some modifications^23^. 

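*Sox17* lies under 2 probes on the array (chromosome 1 of mm9, 4481038 to 4481097 and 4481503 to 4481562). Neither was well above background in any of the 8 cells. The scaled signal of the first probe was 3.9, 1.6, 4.4 and 1.1 in WT cells 1 to 4 and 2.9, 5.1, 6.2 and 2.9 in KO cells 1 to 4, all below the floor of 50. No fold can be given, and the arrays do not tell the genotypes apart by this gene. By the scanner software's looser criterion, a signal positive and significant over background, *Sox17* was detected in 5 of the 8 cells, 2 WT and 3 KO.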

The T3 promoter was added to the 5′ end of each cDNA by PCR. Virtual mRNAs were synthesized from the T3 promoter-cDNA constructs with a MEGAScript T3 Transcription Kit (ThermoFisher Scientific), and they (50 ng) were then labeled with Cy3 with the use of a Low RNA Input QuickAmp (One Color) Labeling Kit before hybridization with a SurePrint G3 Mouse GE v2 8 × 60 K Microarray with the use of a Gene Expression Hybridization Kit (Agilent). The processed data were analyzed statistically with Genespring GX software (Agilent). 

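As applied in this re-analysis, a floor of 50 acted on most probes of the endocardium arrays. Before any scaling, between 79.7% and 89.3% of probes on an array were under 50. The 50th percentile of all probes was between 1.74 and 2.84, so that after the floor was set this percentile equalled 50 on all 8 arrays and a division by it left them unscaled. The 50th percentile of the probes well above background on all 8 arrays ran from 109.1 to 427.4 among WT cells and from 134.7 to 416.5 among KO cells. With the floor set first and all probes used for the percentile, 88 probes of Gene List 1 and 123 of Gene List 2 were at least 5-fold apart. The paper's listed folds need not carry this floor. For 230 of the 236 listed probes they equalled differences with no floor plus a shared offset, within 0.01. With the floor set before scaling this held for 2 probes. This comparison was chosen after the values were seen.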

Expression levels of <50 were set to 50, per chip normalization was based on the 50th percentile, and per gene normalization was based on the median. Gene subtraction was performed as shown in Table S1. Gene lists were analyzed with Ingenuity Pathway Analysis software (Qiagen Bioinformatics). The microarray data obtained for this study are deposited in the Gene Expression Omnibus database (GEO, http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE125323.

## Supplementary information

Supplementary Information

Gene List 1_up in KO EC_E8.5

Gene List 2_down in KO EC_E8.5

Gene List 3_up in KO MC_E8.5

Gene List 4_down in KO MC_E8.5

How the deposited data were processed for this re-analysis (not part of the article)

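The expression of single endocardium cells at E8.5 was measured on 8 1-colour Agilent arrays, 4 of WT and 4 of *Sox17* KO cells with 1 cell per array. Cardiomyocyte arrays were not analysed here. The authors deposited the scanner output of each array, made with Agilent Feature Extraction 12.0.2.2 on array design 028005, whose probes are annotated on mm9 (NCBI 37). The intensity values, as deposited by the authors, had been background-subtracted and detrended within each array by the scanner software and were not normalized between arrays. The other flags in the deposited files are those of the same software for outlier spots, saturation and signal over background. The normalization that the paper describes for GeneSpring had not been applied to these values.

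Control spots and spots marked as outliers were left out, spots of a probe were averaged, and 55295 of 55681 probes with a usable spot on all 8 arrays were kept. The 386 others were left out, among them the probe of *Pold1* on Gene List 2. No probe was saturated. A probe was taken as well above background on an array when over 50% of its usable spots were. Each array was multiplied so that the 50th percentile of the 7570 probes well above background on all arrays equalled the mean of those percentiles over arrays, values under 50 were set to 50, and log2 was taken. This order was preferred because most probes on each array were not well above background. Probes were named through their accession in a table of mouse RefSeq genes (assembly GRCm38.p6, used for names only) for 28131 probes and kept the name in the file otherwise. A gene with several probes is given by the probe with the highest mean over all arrays.

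Each array is 1 cell, and the embryo of each cell is not named, so that a genotype was treated as 1 sample. No p-value, standard error or count of changed genes was computed, and differences are set against the SD between cells. Genes named are those the paper names for NOTCH signaling and cell types, the 5 largest listed folds of each Gene List, listed genes in the cell cycle and marker sets, and the 5 probes in each direction with the widest gap between genotypes. This rule, the marker genes, the main settings and the alternatives were fixed before the data were examined, apart from the setting with no floor, which was added later. Cell cycle medians used the genes well above background in at least 1 cell, a filter set after the genes were chosen. They left out 1 G1/S gene with no usable probe, *Pold1*, and 1 G2/M gene detected in no cell.

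The depth of each array is its number of probes well above background, from 11370 to 18175. The alternatives were the 75th percentile, the floor set before scaling as the methods are worded, all probes for the percentile, quantile normalization, normexp background correction with an offset of 50 and no floor, floors of 10 and 200, the mean of all probes of a gene, only probes well above background on all arrays, another detection call, and leaving out each cell in turn. Slide and scan could not be used, since there was 1 of each. The steps were tested on simulated data: with 200 of 55295 probes shifted by 3 on the log2 scale in KO against WT cells, and noise with an SD of 0.5, all 200 were recovered in their direction, with medians of 3.06 for raised and -2.94 for lowered probes. This noise is below the SD between the real cells, with medians of 1.52 to 2.43 over the listed probes, so that only the working of the steps was tested and not the recovery of differences at the real spread. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, R 4.3.3 with limma 3.58.1 for normexp, and matplotlib 3.10.9 for figures.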

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

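The tests of spot noise and of single probes below were chosen only after the spread between cells was seen. Within each genotype, the gap between the farthest cell and the nearest of the other 3 was divided by the whole range of the 4 cells, for 92 groups of values, and compared with Dixon's critical value for 4 samples. For independent normal values chance passes it in about 1 in 20 groups, or 4.6 of 92. This number is no expectation for these groups. A group with all 4 cells at the floor can never pass, many others hold values at the floor, and some groups are probes of the same gene. Of the 92 groups, 23 passed. In 15 of these, 3 of the 4 cells were at the floor and the ratio was 1.0. They were the G2/M median in WT cells (WT cell 2), *Notch1*, *Tubg1* and *Notch3* in KO cells (KO cell 1), *Hey1* in WT cells (WT cell 4), *Hey2* in WT cells (WT cell 3) and in KO cells (KO cell 2), *Nkx2-5* in KO cells (KO cell 2), *Actn2*, *Acta2* and *Mrps16* in KO cells (KO cell 4), *Exosc8* in WT cells (WT cell 2), *Gata4* in WT cells (WT cell 3), and *Bub3* and the dimmer probe of *Chaf1b* in KO cells (KO cell 3). In *Acta2* of WT cells, with WT cell 2 far above and 2 cells at the floor, the ratio was 0.938. The floor makes such ratios high, since values at it have no order. In the other 7 groups at most 1 cell was at the floor. KO cell 3 stood above the other KO cells for *Tal1* (0.867) and the brighter probe of *Chaf1b* (0.968) and below them for *Exosc8* (0.924). KO cell 1 stood below the others for *Sox7* (0.838). WT cell 1 stood above the other WT cells for *Bub3* (0.834) and below them for *Uqcrc2* (0.854), and its replicate spots varied more (0.844).

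Among the values per cell, spot noise within an array is argued against, since the replicate spots of a probe were at least 5-fold apart for 0.0% of 70 probes with replicate spots, as a median over arrays, while the same probes were that far apart for a median of 35.7% between 2 cells of the same genotype. An error of single probes is also argued against. Comparisons were taken where a probe was at least 5-fold apart between 2 cells of the same genotype. A second probe of the same gene was at least 2-fold apart in the same direction in 75.1% of 1985 comparisons over 548 genes. If the 2 probes were independent, 25.8% would be expected. That value was computed from how often the second probes were at least 2-fold apart, with either direction equally likely. No unrelated probes were compared. What stays open is the loss of transcripts in the amplification of a single cell, and a true difference in state between cells. Either could leave a median of 19.0% of probes at least 5-fold apart within a genotype, and neither was tested apart from the other.

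The median CV of replicate spots was 10.92% in WT cell 1 and between 4.13% and 5.19% in the other WT cells, and this was the array that the scanner software marked for evaluation. Fewer bright probes on that array do not account for it, since among probes with a scaled signal from 1000 to 10000 the median CV was still 7.29%, against 3.54% to 3.69% in the other WT cells. No biological explanation was tested. The listed probes were tallied without this cell too, and 92 and 122 probes were then at least 5-fold apart, with median log2 differences of 3.47 and -3.49.

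A probe on chromosome 1 of mm9 (169028546 to 169028605), in a region that the files name by position only, is not on the Gene Lists as used here and was lower in KO cells, with a log2 difference of -5.31 (SD between cells 0.88). It lay between 9.30 and 12.28 in WT cells and at the floor in all 4 KO cells, in 3 of which it was well above background, so that the floor sets this difference, at most a lower limit. All 4 probes of that region were lower in KO cells, and their mean differed by -3.47. It was picked for one of the widest gaps among all probes. A median of 19.0% of probes were at least 5-fold apart between 2 cells of the same genotype. Dropout in amplification and a true difference in state between cells therefore both stay open. No other explanation was tested.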

How the results depend on the processing

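The setting with no floor was chosen after the values were seen. No paired analysis was possible because each replicate number only labels a cell, and the results come from no test. Every listed probe kept its direction under each scaling, floor, background correction and cell left out, and the clustering on the listed probes kept the genotypes apart under every alternative. The list medians ran from 3.29 to 5.27 for Gene List 1 and from -4.85 to -2.70 for Gene List 2 with all cells. With a cell left out they ran from 3.47, without WT cell 1, to 4.52 and from -3.94 to -3.49.

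With a floor of 10 the median of Gene List 2 was -4.54, also with dim probes at their bound, and r between genotypes was 0.692. With a floor of 200 that median was -2.70, with bounds too by construction, r between genotypes was 0.746, and 15.4% of probes within and 15.7% between genotypes were at least 5-fold apart. With no floor the median of Gene List 2 was -4.85, or -4.83 with bounds, and r was 0.677 within and 0.666 between genotypes. A higher floor draws dim values together by construction. With only the probes well above background on all 8 arrays, fewer probes remained. Of Gene List 1, 36 probes were higher and 36 at least 5-fold higher, and of Gene List 2, 47 were lower and 40 at least 5-fold lower. There r was 0.854 within and 0.856 between genotypes, and 15.0% and 14.6% of probes were at least 5-fold apart. Under no setting did the share between genotypes exceed that within by more than the spread between pairs.

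The G1/S median ran from -0.52 to 0.13 with all cells and changed sign with a floor of 10 (0.13) and with no floor (0.13). With a cell left out it ran from -0.18 to 0.37, the highest without KO cell 2. The cause was not tested. The G2/M median ran from -1.91 to 0.83 with all cells and from -1.35 to 0.0 with a cell left out. Without WT cell 2 the 0.0 was a tie of genes at the floor. With only probes well above background on all 8 arrays, 1 of the 25 G2/M genes is left, *Cdc20*, named after its values were seen. Its difference of 0.83 stands in place of a median. With each cell left out, 57.1% to 71.4% of cells clustered with their genotype on all probes, over fewer cells. Branches were named the better way round, which makes 57.1% the lowest possible share.

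With the looser detection call, 27070 probes were detected in the median WT cell and 27375.5 in the median KO cell, and *Sox17* in 5 cells. Under the main call *Sox17* was detected in none, so its log2 difference has no value under any alternative. Over 38 named results under the alternatives, 582 values moved by less than the SD between cells and 40 by more. Signs changed only for differences smaller than that SD, of *Acta2*, *Dll4*, *Hey2*, *Kdr*, *Nfatc1*, *Pecam1*, *Sox18*, *Sox7* and *Tal1*. Within slide or scan was not run, since there was 1 slide and 1 scan. The mean of all probes of a gene applied to named and cell cycle genes only. It moved 4 of 9 named results by more than the SD between cells, *Hk1* from -6.09 to -1.57, *Mapk6* from -4.49 to -0.88, *Tmem176b* from -6.90 to -4.61 and the region on chromosome 1 from -5.31 to -3.47. The other values that moved by more did so with floors of 10 or 200 or with no floor. Signal over background limits the values of probes not well above it, while for the 30.44% to 44.86% of the probes well above background on an array that fell under the floor, the floor sets the value.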

Differences from the paper's values

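The setting with no floor was chosen after the values were seen. The median log2 fold of the probes of Gene List 2 is -5.16 in the paper's list and -3.71 here. The tolerance for a list median was the SD between the cells' own list medians, pooled over both genotypes, and not the SD of single probes. It was 0.58 for Gene List 2, where the medians of KO cells 1 and 2 were at the floor. None of the alternatives set before the data were examined brought the median within this tolerance of the paper's value. The setting with no floor, chosen after seeing the values, did, with -4.85. The medians of Gene List 1, 4.95 in the paper's list and 4.16 here, differed by less than the SD of the cells' list medians, 1.46. They differed by more with a floor of 200 (3.29) and without WT cell 1 (3.47).

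The folds of the 23 listed probes named here were set against the listed ones by the SD between cells or, where a cell at the floor inflates that SD, by whether they were over 1.5 times apart. By this tolerance 14 differed, 11 of them by more than the SD and *Gata4*, *Bub3* and *Cdt1* by less. In each, 2 or more of the 4 cells of the dimmer genotype were at the floor. For *Clu*, *Hk1* and *Mapk6* all 4 were, so that the value here is set by the floor and is at most a lower limit, which does not exclude the paper's fold. The paper's value and the value here were 9.87 and 7.23 for *Clu*, 8.65 and 6.27 for *Exosc8*, -9.94 and -6.30 for *Tubg1*, -9.03 and -5.60 for *Notch3*, -8.55 and -6.09 for *Hk1*, -8.20 and -6.16 for *Mrps16*, -7.54 and -5.44 for *Numa1*, -6.96 and -3.83 for the dimmer probe of *Chaf1b*, and -5.38 and -3.03 for *Cks2*. For these 9 probes none of the alternatives set before the data were examined removed the difference. They were 8.86 and 6.84 for *Hey1* and -6.50 and -4.49 for *Mapk6*, where a floor of 10 removed the difference and the other alternatives did not. They were 7.74 and 6.44 for *Gata4*, -7.18 and -5.50 for *Bub3* and -5.76 and -4.61 for *Cdt1*, where a floor of 10 did, as did leaving out WT cell 3 for *Gata4*, KO cell 3 for *Bub3* and WT cell 2 for *Cdt1*, and the other alternatives did not. With no floor, a setting chosen after seeing the values, all 14 came within this tolerance. For *Tex30*, *Tmem176b* and *Phf3* only bounds could be given, which lay below the paper's folds.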

Other observations

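The tests of the listed folds with no floor and of slide position were chosen only after the result was seen. For 230 of the 236 listed probes usable here, the listed log2 fold equalled the difference of mean log2 signals with no floor plus a shared offset, within 0.01. With the floor of 50 this held for 39 probes under the main scaling and for 2 with the floor set before scaling. The listed folds are thus consistent with values that carry no floor of 50, a hypothesis found from these same values.

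Cells of the same genotype differed as much as cells of different genotypes. A median of 19.0% of probes were at least 5-fold apart within a genotype and 19.2% between genotypes. Large folds at single probes could thus come from the spread between cells. These shares cannot tell dropout in the amplification of single cells from true differences between cells, since both would give such a spread. A difference between genotypes is not excluded by it. Fewer amplified transcripts in KO cells stay open as the reason why the paper lists more decreased than increased probes. The median unscaled log2 difference was 0.052 over the probes well above background on all 8 arrays, which leave out every transcript lost in a cell, and the number of probes detected in KO cells lay within the range of WT cells only with WT cell 1 at 11370, the next WT cell being at 14293. The differences between genotypes cannot be told apart from the position on the slide, where 0 of 2 columns held both genotypes, nor from embryo sex, since *Xist* and 4 Y-linked genes were well above background in 0 cells. An effect of the genotype stays open beside these.

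*Gata4*, *Tpm1* and *Csrp2* were higher in KO cells on Gene List 1, with log2 differences of 6.44 (SD between cells 2.26), 3.32 (SD 2.55) and 5.97 (SD 3.51), the last 2 picked after the listed folds were seen. Cardiomyocyte RNA in KO cells cannot be told apart from a change in endocardium cells. Of 5 abundant cardiomyocyte transcripts, *Tnnt2* differed by 0.47, *Actc1* by 2.67, *Myl7* by -0.15 and *Myl4* by -0.33, with a median of 0.16 over members that went both ways, and *Myh6* had no value. *Actc1* and *Myl4* were well above background in all 4 WT cells, and none of these transcripts is on the Gene Lists as used here. In 2 of the 4 KO cells *Tnnt2*, *Myl7* and *Myl4* were all under the floor, as in 1 WT cell.

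Cell cycle genes on the lists may reflect cells caught in different cycle phases. The G1/S median spanned 5.51 on the log2 scale among KO cells and 2.44 among WT cells, more than the difference of -0.98 between the genotypes. The G2/M median spanned 4.91 among WT cells, through WT cell 2 alone, and 0.0 among KO cells, against a difference of -1.23. It was at the floor in the other cells, so that it cannot judge cycle phase for the listed G2/M genes. An effect of *Sox17* on the cycle was not tested apart from the cycle phase of the cells.

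The paper measured NOTCH genes in hearts by RT-PCR. At E8.5, the stage of these cells, it reports no significant difference in *Dll4* and unchanged *Notch1* mRNA and NOTCH1 protein. *Nrg1* was too low to be detected in those hearts, and the lower *Notch1* and *Nrg1* it reports are from a later stage. In the single cells, *Hey1* was higher in KO cells by 6.84 and is on the paper's Gene List 1, while the paper reports a tendency to lower *Hey1* in mutant hearts at a later stage. *Notch1* differed by 2.06 (SD between cells 2.91), which rested on KO cell 1 at 13.89 with all other cells at the floor, and without that cell the difference was 0.00. *Nrg1* differed by -3.07, with an SD of 2.12 among WT cells, 1 of which was at the floor, and all 4 KO cells at the floor, at most a lower limit. It ran from -4.16 without WT cell 3 to -2.57 without WT cell 1. *Dll4* (0.16, SD 1.92) and *Hey2* (0.37, SD 2.00) differed by less than the SD between cells, as did *Sox7* (0.84, SD 2.96), *Sox18* (0.53, SD 1.48), *Pecam1* (-0.48, SD 2.43), *Nfatc1* (-1.58, SD 2.23), *Tal1* (-1.05, SD 3.79) and *Acta2* (-0.36, SD 3.81). The sign of each of these 8 differences, from *Dll4* to *Acta2*, changed under at least 1 alternative. *Nfatc1* had 2 probes that went different ways. *Etv2* differed by -3.86 (SD 3.74), lower at both of its probes, and ran from -5.88 without WT cell 2 to -2.53 without WT cell 1. *Emcn* was well above background in 1 of 4 WT cells and all 4 KO cells, with a difference of 4.07 (SD 2.58), and was picked after its values were seen. No explanation was tested for these genes.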
